A study of Mus musculus with 5 samples. Its data were reported in "MTGR1 is required to maintain small intestinal stem cell populations" (2024).

How the data were processed

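Single-cell RNA-seq had been performed on duodenal crypt cells of WT and Mtgr1 null mice. Per the labels and the study's methods, crypts were released by chelation and dissociated with a cold-active protease, and cells were captured with the PIPseq T2 kit, version V4.5. The authors assessed quality with ambiQuant and kept barcodes chosen by dropkick. Their downstream work scaled raw counts to the median library size and applied arcsinh and z-scores. The deposited values were whole-number UMI counts per gene and barcode, not normalized. The aligner, genome build and gene annotation of the single-cell data are not stated. Of the 23964 gene symbols, 96.2% were found in GENCODE M21 and 922 were not, so no coordinates are given. Doublet removal is not stated.

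The labels give 5 samples (3 WT, 2 Mtgr1 null). Comparison of the files showed 1 distinct matrix among them. Counting it 5 times would have invented replicates, and assigning it to a genotype would have required guessing. It was counted once, as a library of no group. The comparisons planned before the data were examined (count models of summed cells by genotype, permutation tests of cell type shares and of Lgr5-detected cells, gene set tests between genotypes) could not be made and were replaced by a description of this library. The comparisons of STM-like with ABS-like cells and with unnamed cells were chosen after the files were found to be identical. No p-value is given, since cells of 1 library are not replicates.

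All 2025 barcodes had at least 500 UMIs and were kept, with no limit on the mitochondrial share. Counts were scaled to the median depth and arcsinh transformed with scanpy 1.11.5 and numpy 2.4.6. The 2000 most variable genes were scaled (values limited to 10), reduced to 30 principal components and joined to 15 nearest neighbours. Leiden clustering (igraph 0.11.9) was run at resolution 1. Only this configuration of variable genes, components and neighbours was run. No batch correction applied to 1 library.

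Cell type markers were fixed before the data were examined, with Lgr5, Olfm4, Hopx and Myc left out of the stem cell markers. The rule that turns markers into names was not fixed beforehand. It was settled after the marker scores of the clusters had been seen and several rules had been compared, so it is not independent of them. In the rule used, a cluster took a class when the median log2 ratio of the class's markers over all other barcodes was at least 0.5 and when at least 3 markers, and no fewer than 50% of those listed, were at least 1.5-fold higher and present in at least 10% of its barcodes. A cluster meeting 2 classes stayed unnamed, as did 1 whose top 10 genes by fold held more markers of another class, or whose median depth was below the library's divided by 3 with no marker of its class in its top 10 genes. The other rules considered were the highest mean log2 ratio with a minimum of 0.2, 0.25 or 0.5, the minimum of 0.25 with a lead of 0.2 over the next class, and markers counted from 10 UMIs with the better class kept. Their results are in the closing section. Names rebuilt in this way need not match the cell types of the study.

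Levels are sums of UMIs over a class, as CPM of that class's UMIs, with exact 95% Poisson intervals. Ratios of levels have exact conditional binomial intervals, and shares have Wilson intervals (scipy 1.17.1). For cell types, a count of 0 allows up to 3 counts, stated as a share. For detection in ABS-like cells, a count of 0 is given its Wilson upper limit. The 18 genes named were listed in advance. Other genes named (Muc2, Tff3, Spink4, Mmp7, Itln1, Defa24, Lyz1, Xist, Ddx3y, Eif2s3y, Kdm5d, Uty, Ddx3x, Malat1, Gm50021 and Cdk8) were chosen with values of the library in view. For detection, each barcode was thinned without replacement to 1000 UMIs, with 500 and 2000 UMIs and no thinning as alternatives. ABS-like cells gave the background. For gene sets, genes with a mean of at least 5 CPM were used with a pseudocount of 1 CPM. Random lists were matched over 20 expression bins, and intervals came from 500 Poisson draws. Sets made of markers (stem cell signature, proliferation, absorptive and revival stem genes) were left out because their genes define the classes.

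Scrublet, run through scanpy, called 3 barcodes (0.148%) at its automatic threshold. As planned for so low a yield, barcodes in the top 5% of scores were removed in an alternative, which with tied scores came to 129 barcodes. The main results keep all barcodes.

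The scripts were tested on simulated counts with 200 genes changed. For the ratio of STM-like to ABS-like cells over 6326 genes, 95.9% of intervals held the true ratio. Among 40 unchanged random sets, 92.5% had percentiles from 5 to 95. Planted clusters were recovered and named in all 450 simulated cells. These simulations had well separated clusters and say little about the graded clusters of the real library.

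Depth limits precision for single genes: in STM-like cells, 2407215 UMIs in all, 10 UMIs correspond to 4.15 CPM with an interval of 1.99 to 7.64.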

Results

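The study set duodenal crypt cells of wild-type (WT) mice beside those of mice lacking MTGR1, a transcriptional corepressor encoded by Cbfa2t2. The labels describe 5 single-cell RNA-seq libraries, 3 from WT and 2 from Mtgr1 null mice. Cells were captured with PIPseq, in which a cell and a barcoded bead share a droplet and each captured transcript is counted once by its unique molecular identifier (UMI). The matrices filed for the 5 samples were identical byte for byte, so the data analysed here amount to 1 matrix that is filed under both genotypes. Neither the labels nor the matrix says which sample it came from, and its values were not used to assign a genotype. The matrix was therefore treated as 1 library of unknown genotype. No WT library could be set against an Mtgr1 null library, and no difference between the genotypes is reported. There are no replicates, and the intervals below cover counting error alone.

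The library held 2025 barcodes and 29471921 UMIs. Barcodes carried a median of 12221 UMIs, with quartiles of 6961 and 19407 and a range from 2605 to 145258. A median of 3670 genes was detected per barcode. Of 23964 gene columns, 22894 had at least 1 UMI. The 13 mitochondrially encoded genes took 4.95% of all UMIs, and the 10 most abundant genes took 6.53%.

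**Figure D1:**
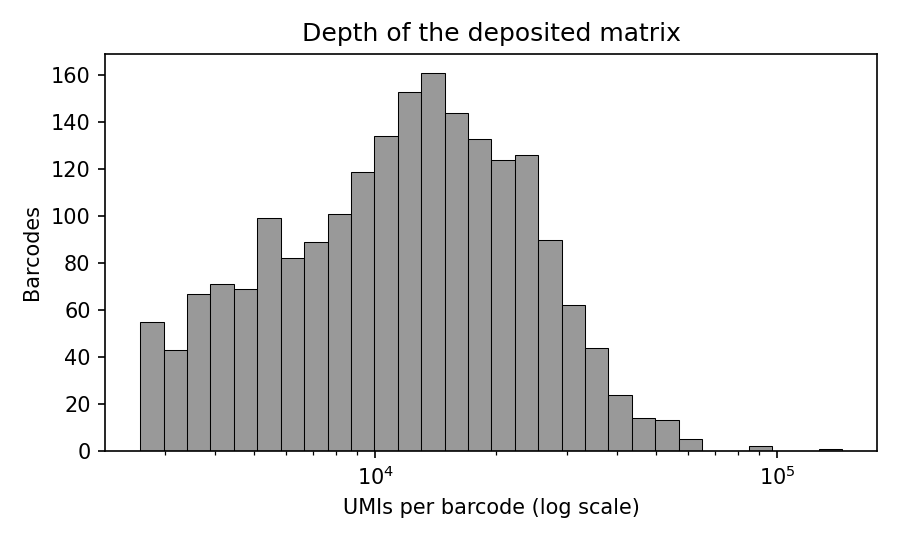
Number of barcodes (vertical axis) against UMIs per barcode (horizontal axis, log scale) in the single deposited matrix. Barcodes range from 2605 to 145258 UMIs around a median of 12221.

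The first question was the level of the targeted gene. Cbfa2t2 had 528 UMIs in the library, or 17.9 counts per 1000000 UMIs (CPM; 95% Poisson interval 16.4 to 19.5), and at least 1 UMI in 431 barcodes. A null allele can still give transcripts that are counted toward its gene, and this level was not used to infer a genotype. Cbfa2t2 stood at 32.8 CPM (26.0 to 40.9) in stem-like cells and at 21.3 CPM (16.6 to 26.9) in absorptive-like cells, named as described next. The ratio between the 2 was 1.54, with an exact 95% interval of 1.10 to 2.16. With the highest Scrublet doublet scores removed and the rest clustered again, the levels were 23.7 and 21.5 CPM, so the size of this difference depended on which cells were named.

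The next question was which cell types the library held. Clustering gave 15 clusters of 9 to 257 barcodes. Markers fixed in advance named 5 of them under a rule that was set after the clusters' marker scores had been seen. One cluster of 187 barcodes was stem-like (STM), 2 clusters with 206 barcodes were absorptive-like (ABS), 9 barcodes were tuft-like (TUF) and 18 were immune-like. The 2 ABS-like clusters were unlike. That of 125 barcodes had 17 of 17 markers raised, at a median log2 ratio of 4.77. That of 81 barcodes had 10 of 17 raised, at 1.02. The remaining 10 clusters held 1605 barcodes, 79.3% of the library (95% Wilson interval 77.4% to 81.0%), and stayed unnamed. They include a cluster of 257 barcodes whose markers met the STM class. Its top 10 genes by fold included the goblet cell markers Tff3 and Muc2, seen in 52 and 12 barcodes of the library. Another cluster, of 135 barcodes and with the highest Ascl2, met both the STM and the transit amplifying class. Further conditions of the rule left both unnamed, so comparisons with unnamed cells include them. Among the 402 named epithelial barcodes, 46.5% were STM-like (41.7% to 51.4%), 51.2% were ABS-like (46.4% to 56.1%) and 2.24% were TUF-like (1.18% to 4.20%). As shares of all 2025 barcodes these were 9.23%, 10.2% and 0.444%. No cluster was named transit amplifying, goblet, Paneth, enteroendocrine, revival stem or stromal. A count of 0 among 402 allows a share of up to 0.746% when set at 3 counts, or 0.947% as a Wilson upper limit. Both hold only for cells that would form a nameable cluster. The naming rule decided these shares: when clusters took the class with the highest mean log2 marker ratio of at least 0.25, 45.4% of the named epithelial barcodes became transit amplifying-like and the unnamed share fell to 27.4%. The shares are thus a property of the rule as much as of the library.

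The spread of secretory markers over barcodes varied from gene to gene, among goblet as among Paneth cell markers. Muc2, a goblet cell mucin, had 31 UMIs in 12 barcodes, of which 19 UMIs lay in a single barcode, and Tff3 had 267 UMIs, 181 of them in a single barcode. Spink4, also a goblet cell marker, had 1031 UMIs in 570 barcodes, with at most 61 in any barcode. Among Paneth cell transcripts, Mmp7 had 18 of its 54 UMIs in a single barcode. Itln1 had 4215 UMIs in 852 barcodes with at most 156 in any barcode, and Defa24 had 1651 UMIs in 1026 barcodes with at most 13. After thinning to 1000 UMIs, Itln1 was seen in 17.1% of STM-like cells (12.4% to 23.2%) and 9.71% of ABS-like cells (6.37% to 14.5%). Its shares were 8.02% (4.92% to 12.8%) and 2.91% (1.34% to 6.21%) at 500 UMIs, and 23.5% and 13.1% at 2000 UMIs. Defa24 was seen in 7.49% (4.51% to 12.2%) and 2.91% (1.34% to 6.21%) at 1000 UMIs, in 6.42% (3.71% to 10.9%) and 1.94% (0.758% to 4.89%) at 500 UMIs, and in 12.8% and 10.7% at 2000 UMIs. Lyz1 was seen at 1000 UMIs in 4.28% of STM-like and 5.83% of ABS-like cells. The intervals of STM-like and ABS-like cells met for Itln1 and Defa24 at 500, 1000 and 2000 UMIs. In unnamed cells Itln1 was seen in 9.53% (8.19% to 11.1%) at 1000 UMIs, an interval that did not meet that of STM-like cells. At 500 UMIs the intervals met, with 5.86% (4.81% to 7.11%) in unnamed cells, and at 2000 UMIs they all but touched. For Defa24 the intervals of STM-like and unnamed cells met at these depths.

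The study asked whether stem cell genes change per cell when MTGR1 is lost, and their levels in this library are given without that comparison. Lgr5, Olfm4 and Hopx were kept out of the stem cell markers, although they could take part in the clustering. Lgr5 reached 129.2 CPM (115.2 to 144.4) in STM-like cells, 1.23 CPM (0.336 to 3.16) in ABS-like cells and 21.8 CPM over the library. Olfm4 stood at 78.1 CPM (67.3 to 90.1) in STM-like cells against 0.617 CPM (0.0747 to 2.23) in ABS-like cells. Its highest level was not in STM-like cells but in an unnamed cluster of 122 barcodes, at 149.6 CPM, where Lgr5 stood at 15.4 CPM. Olfm4 is among the top 10 genes of that cluster, as Lgr5 is of the STM-like cluster, and both could take part in forming them. Hopx stood at 105.9 CPM (93.3 to 119.8) against 31.5 CPM (25.7 to 38.2). Leaving these genes out of the clustering enlarged the STM-like class from 187 to 321 barcodes, of which 180 were shared. In that setting Lgr5 stood at 98.6 CPM, Olfm4 at 45.8 CPM and Hopx at 83.3 CPM in STM-like cells. Lgr5 was lowest at Leiden resolution 0.5, with 63.1 CPM.

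Of the other listed genes that were not markers, Sox9 (146.2 against 2.78 CPM), Lrig1 (71.5 against 14.5 CPM), Myc (72.3 against 5.25 CPM), Cdk2 (36.1 against 3.09 CPM), Cdk4 (336.9 against 54.6 CPM) and Bmi1 (18.7 against 7.41 CPM) were higher in STM-like than in ABS-like cells, with intervals that did not meet. Against the unnamed cells, the intervals for Cdk4 and Bmi1 held 1. The ratio of STM-like to unnamed cells was 4.34 for Sox9 (3.82 to 4.93), 2.09 for Lrig1 (1.76 to 2.46), 1.63 for Cdk2 (1.28 to 2.05), 1.39 for Bmi1 (0.996 to 1.91), 1.34 for Myc (1.14 to 1.57) and 1.01 for Cdk4 (0.940 to 1.09). Cdkn1a went the other way, with 4.15 CPM (1.99 to 7.64) in STM-like and 150.9 CPM (137.8 to 164.9) in ABS-like cells. Cdkn2b stood at 3.74 CPM (1.71 to 7.10) and 160.8 CPM (147.2 to 175.2). Cdkn1c had 4 and 27 UMIs, or 1.66 CPM (0.453 to 4.25) and 8.33 CPM (5.49 to 12.1). Mki67 stood at 228.1 CPM in STM-like and 28.4 CPM in ABS-like cells, and Cdk1 at 120.5 and 16.0 CPM. Against unnamed cells the ratio was 1.43 for Mki67 (1.31 to 1.56) and 0.769 for Cdk1 (0.680 to 0.867), but over the alternatives these ratios ran from 0.937 to 1.87 and from 0.644 to 1.19, and that of Cdk4 from 0.897 to 1.49. Ascl2 (51.9 against 2.78 CPM) and Axin2 (109.3 against 17.0 CPM) helped to name the STM-like cluster, so their difference follows from the naming. Clu, a revival stem cell marker, had 42 UMIs in STM-like cells (17.4 CPM, 12.6 to 23.6) and 4 in ABS-like cells (1.23 CPM, 0.336 to 3.16).

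**Figure D2:**
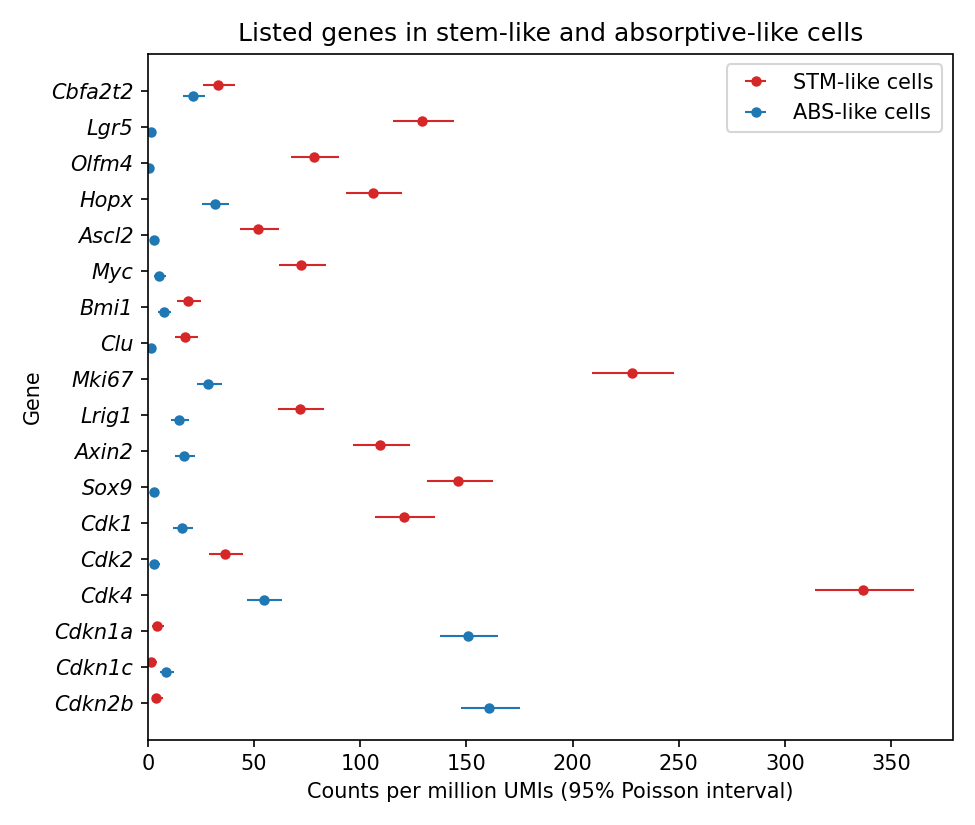
Level of each of the 18 listed genes (vertical axis) in CPM (horizontal axis) in STM-like (red) and ABS-like (blue) cells of the single library, with 95% Poisson intervals as bars. Lgr5 lies at 129.2 and 1.23 CPM, while Cdkn1a and Cdkn2b are the genes with the clearest excess in ABS-like cells, at 150.9 and 160.8 CPM.

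The share of cells with Lgr5 was measured after each barcode had been thinned to 1000 UMIs. Lgr5 was detected in 53 of 2025 barcodes, or 2.62% (95% Wilson interval 2.01% to 3.41%), and in 11.8% of STM-like cells (7.90% to 17.2%). It was detected in 0 of 206 ABS-like cells, which served as background and have a Wilson upper limit of 1.83%. Median depths before thinning were 11618 UMIs in STM-like and 13678 UMIs in ABS-like cells. Olfm4 was detected in 2.07% of barcodes (1.54% to 2.79%) and Clu in 0.840% (0.525% to 1.34%), with 0 of 206 ABS-like cells for each. The Clu share lay under the upper limit of the background and was not distinguishable from it at this depth. The lower limit of the Olfm4 share, 1.54%, also lay under that upper limit. Among these genes only Lgr5, with a lower limit of 2.01%, cleared it. In STM-like cells Clu was detected in 0.535% at 1000 UMIs (0.0945% to 2.97%) and in 5.35% at 2000 UMIs (2.93% to 9.56%), the latter beside 0 of 206 ABS-like cells. Without thinning the Lgr5 share was 14.6%, the largest shift among the depths tried.

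The study also compared pathways in stem cells between genotypes. Here 7 gene sets fixed in advance, without their marker genes, were compared between STM-like and ABS-like cells of the library. Each set's median log2 ratio was placed among 10000 random gene lists of equal size and similar expression, which describes this library and is not a test. Over 10327 genes the median log2 ratio of STM-like over ABS-like cells was 0.37. Cytoplasmic ribosomal protein genes had a median of 1.20, above all of the random lists, with 77 of 77 genes higher in STM-like cells. Wnt pathway and target genes had a median of 0.80 (percentile 97.4). Nuclear oxidative phosphorylation genes had a median of -0.40 (percentile 1.60), cholesterol biosynthesis genes -0.74 (percentile 0.420) and glycolysis genes -1.11 (percentile 0.210). Proteasome genes (0.26, percentile 86.0) and mitochondrially encoded genes (-0.16, percentile 32.1) lay within the range of the random lists. As shares of UMIs, ribosomal protein genes took 18.1% in STM-like, 7.94% in ABS-like and 18.5% in unnamed cells, so ABS-like cells were the low group. Nuclear oxidative phosphorylation genes took 4.54% in STM-like, 5.95% in ABS-like and 6.96% in unnamed cells, so here STM-like cells were the low group. In the same order, proteasome genes took 0.824%, 0.707% and 1.14%, and Wnt genes 0.361%, 0.208% and 0.198%. Of the 7 sets, only Wnt took a larger share in STM-like than in unnamed cells. The STM markers include the Wnt target Axin2, so a Wnt excess may in part follow from the naming, even without the markers. Over the alternatives, ribosomal protein genes stayed above all of the random lists, and the percentile was at most 2.56 for cholesterol biosynthesis and 1.86 for glycolysis. The positions of 3 other sets were less stable. The percentile ran from 70.4 to 99.0 for Wnt, where the lowest came at Leiden resolution 2, from 2.41 to 35.7 for nuclear oxidative phosphorylation and from 84.9 to 99.6 for the proteasome. These last 2 sets were at their highest when barcodes with more than 20% mitochondrial UMIs were left out and the rest clustered again.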

Values the study reported

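The study estimated that each of its single-cell libraries contained between 2000 and 3000 cell transcriptomes.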

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

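The alternatives that left all 18 listed genes out of the clustering and those that changed the naming rule were chosen after the data had been seen. No paired analysis was possible because the 5 files hold the same matrix. For that reason the following, listed before the data were examined, need several libraries and were not run: other size factors, another count model, the gene filter, each replicate left out, equal cell numbers per sample, other set tests, centring per sample and a count model of cell numbers. Requiring 1000 UMIs removed no barcode, so it says nothing about stability.

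No set median, as log2 of STM-like over ABS-like cells, changed sign under the alternatives that were run, several of which shared their cells with another. For all 18 listed genes, the order of STM-like and ABS-like levels was the same in each of the 8 alternatives that changed the STM-like cells, although only 5 different choices of ABS-like cells stood beside the reported choice. For Ascl2 and Axin2, which are STM markers, the order follows from the naming and is no evidence of stability. Leaving Paneth, goblet and mitochondrial genes out of the counts kept the cells and multiplied all 18 levels of a class by 1 factor, so it says nothing about that order. The library level of Cbfa2t2 stayed within its interval under the filters tried. The make-up by cell type was not stable. The STM-like share of named epithelial barcodes ran from 15.6% to 75.6% beside the reported 46.5%, and leaving out 7 barcodes was enough to change which clusters were named. The cause was not tested beyond the construction of each alternative. Further classes below are transit amplifying (TAC), goblet (GOB), Paneth (PAN), enteroendocrine (EE) and revival stem (RevSTM). As shares of all kept barcodes, the values were 9.23% STM-like, 10.2% ABS-like and 0.444% TUF-like cells. Leaving out the 7 barcodes with over 20% mitochondrial UMIs and clustering again gave shares of 73.3% STM-like and 24.8% ABS-like cells among named epithelial barcodes, with 75.3% of all barcodes unnamed. The set medians were then -0.038 for nuclear oxidative phosphorylation, 2.15 for ribosomal proteins, 0.90 for proteasome, -1.07 for cholesterol biosynthesis and -1.21 for glycolysis. Removing the 129 barcodes with the highest Scrublet scores gave shares of 60.4% STM-like and 38.3% ABS-like cells among named epithelial barcodes, with 71.9% of all barcodes unnamed. Medians of the sets became -0.10 for nuclear oxidative phosphorylation, -0.25 for mitochondrially encoded genes, 1.29 for ribosomal proteins, 0.48 for proteasome, 0.41 for Wnt, -1.06 for cholesterol biosynthesis and -1.29 for glycolysis. Leiden resolution 0.5 gave shares of 75.6% STM-like, 24.4% ABS-like and 0% TUF-like cells among named epithelial barcodes, with 74.7% of all barcodes unnamed. For the sets, medians were -0.21 for nuclear oxidative phosphorylation, -0.085 for mitochondrially encoded genes, 1.95 for ribosomal proteins, 0.76 for proteasome, 1.07 for Wnt and -0.51 for cholesterol biosynthesis. Leiden resolution 2 gave shares of 56.9% STM-like, 7.72% TAC-like and 33.9% ABS-like cells among named epithelial barcodes, with 69.3% of all barcodes unnamed. Set medians then stood at -0.10 for nuclear oxidative phosphorylation, -0.22 for mitochondrially encoded genes, 1.29 for ribosomal proteins, 0.51 for proteasome, 0.34 for Wnt, -1.03 for cholesterol biosynthesis and -1.31 for glycolysis. Giving each barcode the class with its highest marker score, without clusters, gave shares of 19.7% STM-like, 34.1% TAC-like, 14.9% ABS-like, 6.67% GOB-like, 10.1% PAN-like, 5.07% EE-like and 6.83% RevSTM-like cells among named epithelial barcodes, with 0% of all barcodes unnamed. Sets had medians of -0.044 for nuclear oxidative phosphorylation, 0.97 for ribosomal proteins, 0.40 for proteasome, 0.35 for Wnt and -0.97 for glycolysis. Leaving Lgr5, Olfm4 and Hopx out of the variable genes gave shares of 70.5% STM-like and 27.5% ABS-like cells among named epithelial barcodes. The corresponding set medians were -0.13 for nuclear oxidative phosphorylation, 2.12 for ribosomal proteins, 0.83 for proteasome, -0.996 for cholesterol biosynthesis and -1.23 for glycolysis. Leaving Paneth, goblet and mitochondrial genes out of the counts gave set medians of -0.42 for nuclear oxidative phosphorylation and 1.18 for ribosomal proteins.

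Leaving out all 18 listed genes gave shares of 71.2% STM-like and 26.8% ABS-like cells among named epithelial barcodes, with 77.0% of all barcodes unnamed. Medians for the sets stood at -0.14 for nuclear oxidative phosphorylation, 2.11 for ribosomal proteins, 0.84 for proteasome, -1.003 for cholesterol biosynthesis and -1.25 for glycolysis. Naming by the highest mean log2 ratio, with a minimum of 0.2 or of 0.25 alike, gave shares of 22.2% STM-like, 45.4% TAC-like, 14.2% ABS-like, 17.7% GOB-like and 0.619% TUF-like cells among named epithelial barcodes, with 27.4% of all barcodes unnamed. With these names, set medians were -0.15 for nuclear oxidative phosphorylation, -0.22 for mitochondrially encoded genes, 1.28 for ribosomal proteins, 0.44 for proteasome, 0.35 for Wnt, -1.06 for cholesterol biosynthesis and -1.20 for glycolysis. Both a minimum of 0.5 and markers counted from 10 UMIs with the better class kept gave shares of 40.6% STM-like, 25.9% ABS-like, 32.4% GOB-like and 1.13% TUF-like cells among named epithelial barcodes, with 59.9% of all barcodes unnamed. Under these rules the set medians were -0.15 for nuclear oxidative phosphorylation, -0.22 for mitochondrially encoded genes, 1.28 for ribosomal proteins, 0.44 for proteasome, 0.35 for Wnt, -1.06 for cholesterol biosynthesis and -1.20 for glycolysis. A minimum of 0.25 with a lead of 0.2 gave shares of 15.6% STM-like, 51.9% TAC-like, 10.4% ABS-like, 21.4% GOB-like and 0.749% TUF-like cells among named epithelial barcodes, with 39.8% of all barcodes unnamed. Set medians under this rule were 2.01 for ribosomal proteins, 0.60 for proteasome and 1.25 for Wnt. Its STM-like cells were those reported, and its ABS-like cells were the cluster of 125 barcodes alone. The rise from 1.20 for ribosomal proteins thus came from leaving out the ABS-like cluster of 81 barcodes. Whichever naming rule gave GOB-like clusters, these were the cluster of 257 barcodes that met the STM class. Muc2 and Tff3, among its top 10 genes, had most of their UMIs in a single barcode each. Its share is thus no count of goblet cells.

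The set medians kept their sign in the settings in which they were computed, which for mitochondrially encoded genes excludes the setting that left those genes out. Sign is a weak measure, because the median over all genes was itself above 0, from 0.17 to 0.56 over the alternatives. Relative to that median, the Wnt excess ranged from 0.08 to 0.69. The proteasome ran from -0.12 to 0.50, so it changed sides of that median, which is not matched for expression. Among random lists of similar expression, its percentile ran from 84.9 to 99.6. Ribosomal protein genes ranged from 0.81 to 1.76 above the median over all genes. Nuclear oxidative phosphorylation genes ranged from -0.96 to -0.21, glycolysis genes from -1.68 to -1.13 and cholesterol biosynthesis genes from -1.46 to -0.92. Most medians left the narrow counting interval, which does not cover the choice of cells. The percentiles under the alternatives were added after the data had been seen.

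Ratios of STM-like to unnamed cells were added after the data had been seen. For Mki67 the ratio fell from 1.43 to 0.937 when the 7 barcodes with over 20% mitochondrial UMIs were left out. For Cdk1 it rose from 0.769 to 1.05 with the highest Scrublet scores removed, to 1.08 both without Lgr5, Olfm4 and Hopx and without all 18 listed genes, and to 1.19 under naming by the highest mean log2 ratio with a minimum of 0.2 or of 0.25.

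For single genes in STM-like cells, 97 values moved beyond their counting interval and 47 did not over those 8 alternatives. In ABS-like cells, 20 moved and 70 did not over 5 alternatives. Each choice of cells was counted once per class.

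Detection shares of all barcodes rose with depth for Lgr5, Olfm4 and Clu. At 500 UMIs the shares of barcodes with a UMI were 0.691% for Lgr5, 1.38% for Olfm4 and 0.444% for Clu. At 2000 UMIs they were 4.59% for Lgr5, 3.65% for Olfm4 and 1.58% for Clu, and without thinning 14.6% for Lgr5, 12.2% for Olfm4 and 6.81% for Clu. Within STM-like cells at 1000 UMIs they were 11.8% for Lgr5, 5.35% for Olfm4 and 0.535% for Clu, so Clu alone was below its share of all barcodes (0.840%), with 1 cell behind the value. A depth of 1000 UMIs leaves 17 barcodes with Clu, which limits what can be said of that gene.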

Other observations

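The comparison of marker classes in the low-depth cluster was chosen only after part of its result had been seen. The other tests here had their thresholds written before the values they measure were seen. With 1 library of unknown genotype, no biological explanation was tested for any of these patterns.

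The same matrix is filed under both genotypes. Whether it pools several animals was examined with Xist, which is expressed from the inactive X chromosome of females, and with the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. Barcodes with Y-linked UMIs and no Xist made up 11.2% of the library and barcodes with Xist and no Y-linked UMI 17.5%. Both exceed the 5% that had been set as the mark of a pool of male and female animals. With 4050 Y-linked and 5751 Xist UMIs over 2025 barcodes, sampling alone can leave barcodes with only 1 kind. Passing that mark therefore cannot decide for a pool. Besides, 62.3% of barcodes held both kinds of UMI, which single cells of either sex should not. Among 251 barcodes with at least 10 such UMIs, the Y-linked share was at most 10% or at least 90% in only 5.98%, and 94.0% lay between. Binomial draws from 1 common share would give 1.84%, so the observed percentage was 3.24 times that of a common mixture of free RNA in every barcode. That ratio passed the limit set in advance against such a mixture, but cell types that differ in these genes could widen the spread as well. Ddx3y gave 95.2% of the Y-linked UMIs, with 3857 UMIs against 1 for Eif2s3y, 13 for Kdm5d and 179 for Uty. It has a close X-linked relative, Ddx3x (6030 UMIs), whose reads may in part have been counted as Ddx3y. Because 1 gene with such a relative carries the measure, 3 explanations cannot be told apart here. These are a pool of animals, a common mixture of free RNA, and Ddx3x reads counted as Ddx3y. None says which sample or genotype the matrix belongs to.

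An unnamed cluster of 137 barcodes had a median of 3918 UMIs, against 12221 in the library. If its barcodes held mostly free RNA with the library's average composition, markers of every type would stand near their library level. Their median log2 ratios spanned 4.28, from -3.10 for tuft (3 markers) to 1.18 for Paneth cell markers (5 markers). Stem cell markers stood at -1.14 (11 markers) and absorptive markers at -1.01 (17 markers). Transit amplifying markers, at 0.19 (13 markers), did stand near their library level. Except for that class, the values argue against the library's average composition. Free RNA released mainly by Paneth cells may differ from the average and stays open.

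Another unnamed cluster of 36 barcodes, led by Gm50021 and with Cdk8 among its top 10 genes by fold, had a median of 5390 UMIs. Its Malat1 level was 4.81 times that of the library. Free nuclei should be poor in mitochondrial and ribosomal protein transcripts. Mitochondrial genes took 4.99% of the cluster's UMIs and 4.95% of the library's, and ribosomal protein genes took 14.4% and 17.3%. The mitochondrial share is not that of nuclei free of other RNA, but the raised Malat1, a nuclear transcript, goes the other way. Nuclei captured with free RNA could have shares near those of the library, so these values cannot exclude nuclei. The mitochondrial share shows no excess of the kind expected of damaged cells. The source of the cluster is open.

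Ascl2 and Lgr5 peaked in different clusters. In the clustering of the report, Ascl2 was highest in an unnamed cluster (119.3 CPM, with Lgr5 at 58.3 CPM) and Lgr5 in the STM-like cluster (129.2 CPM, with Ascl2 at 51.9 CPM). The same held when all 18 listed genes were left out of the variable genes, a setting chosen after the data had been seen, to which the values below belong. The cluster with the highest Ascl2 (146 barcodes) had 114.8 CPM of Ascl2 (100.4 to 130.8), 57.7 CPM of Lgr5 (47.6 to 69.3) and 6.07 CPM of Olfm4 (3.14 to 10.6). The cluster with the highest Lgr5 (186 barcodes) had 51.8 CPM of Ascl2 (43.0 to 61.8), 128.4 CPM of Lgr5 (114.4 to 143.7) and 81.7 CPM of Olfm4 (70.6 to 94.0). Doublets of stem-like and other cells would raise the share of Scrublet removals in the first cluster. That share was 2.74%, against 6.37% in the library, which argues against doublets, although Scrublet's own threshold called only 3 barcodes. Other technical explanations were not tested. Among barcodes thinned to 2000 UMIs, Ascl2 was detected in 4.30% of the 93 barcodes with Lgr5 (1.69% to 10.5%) and in 4.24% of the 1932 without it (3.43% to 5.24%). Olfm4 was detected in 9.68% (5.18% to 17.4%) and 3.36% (2.65% to 4.27%), and Axin2 in 18.3% (11.7% to 27.3%) and 6.26% (5.27% to 7.43%). With 4 barcodes behind the Ascl2 value, a moderate association with Lgr5 was not detectable at this depth.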
